A study of Mus musculus with 3 samples. Its data were reported in "Methionine consumption by cancer cells drives a progressive upregulation of PD-1 expression in CD4 T cells" (2023).

How the data were processed

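CD4 T cells from spleen and lymph nodes of C57BL/6 mice were activated through CD3 and CD28 and cultured in complete medium (CM), in medium made from a base without amino acids and dialyzed serum (DM), or in DM supplemented with 30 µM methionine (DM+Met). RNA was sequenced with a 3′-end library kit, in which a transcript yields a read near its poly(A) end whatever its length, from 500 ng of total RNA per library. Each medium is 1 GEO sample with 2 numbered files, and the labels do not say what the files of a sample are. The study describes 2 biologically independent samples per medium, so the files were taken as 2 replicate libraries per medium, 6 libraries in all.

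The values deposited by the authors are log2 values of TMM-scaled CPM (reads of a gene relative to a common library size) plus 1, given to 3 decimals for 23282 gene rows. The log base and the added 1 were derived from the values, because 2 raised to the value, minus 1, moved in equal steps in each library. The use of TMM and CPM is stated by the study. The aligner, the counting tool, the genome build, the annotation and the treatment of strand are not stated, so no coordinates are given, and overlapping or antisense genes cannot be separated from their partners. Gene symbols were used as deposited, with 44 rows beyond the first of a repeated symbol kept as separate rows. Of the symbols, 99.5% matched a symbol or synonym in a RefSeq gene table of assembly GRCm38.p6, which was used for names only.

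The equal steps gave the reads behind each value. At up to 300 reads, at least 99.776% of the values of a library lay within 0.1 of a whole number of reads. The recovered depth was 9787675 and 8504929 reads in CM, 10452465 and 12377440 in DM, and 9753495 and 10230548 in DM+Met. A floor of 3 reads, the number that a count of 0 still allows, corresponded to a log2 value of 0.323 to 0.469 between libraries. These floors cover counting error only, since reads without molecular identifiers are not independent molecules. The libraries of one medium were compared by a chi-square test of their reads over genes with at least 20 reads in the pair. The statistic per degree of freedom was 19.0 in CM, 35.9 in DM and 18.2 in DM+Met, so no pair was one library deposited again.

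The design fixed before the data were examined was a count model. The deposited unit is log2, so a linear model on the deposited values took its place (limma 3.58.1 in R 4.3.3, lmFit and eBayes with an intensity trend). The 3 media entered one fit without covariates, which shared the residual variance and had 6.87 prior degrees of freedom. All tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Every adjusted p given for a gene comes from this limma fit unless stated otherwise. Fold changes are on the log2(CPM + 1) scale, which understates the change of genes with few reads.

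Rows were tested when at least 2 libraries reached 0.946 CPM, which is 10 reads at the median depth, and the total reached 15 reads. This left 12770 rows, and it restates the abundance filter of the fixed design. The filter and the limma settings were nevertheless set after the values had been looked at. Calls under 2 other filters had been seen by then. A mean log2 value of at least 2 kept 9808 rows, gave 17 genes between DM+Met and DM, and put Pdcd1 between DM and CM at an adjusted p of 0.0408. A log2 value of at least 1 in 2 libraries kept 12741 rows and gave 7 genes between DM+Met and DM. The rule closest to the fixed design was kept, and the closing section gives the results of each filter.

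The genes named in the text were set by a rule written before the data were examined. They are the immune genes and AMPK subunits that the study displayed, Agpat4, Sdhaf4, Acot2, Xbp1, Mat2a, Asns and Slc43a2, and for DM against CM and for DM+Met against DM up to 5 called genes with the greatest increase and 5 with the greatest decrease. The latter needed both libraries of one medium above both of the other and a mean of 10 CPM, and predicted genes and immune receptor segments were passed over. Genes outside this rule are stated to have been chosen after their values were seen.

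Gene lists were written by hand before the data were examined, and 423 of their 426 entries matched a row. The 21 lists were tested in the 3 comparisons with camera in limma at a preset inter-gene correlation of 0.01, with adjustment over the 63 pairs. The published gene sets of the study were not used here. The lists of immune genes and metabolism genes were taken from those the study displayed from these same libraries, so adjustment over such a list alone is not independent evidence.

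The relation of the change in DM to the change after methionine was computed as Pearson's r across genes, with DM library 1 in one change and DM library 2 in the other, and the reverse, averaged. Genes are not independent replicates, so no p-value is given. Simulated libraries with DM+Met drawn from the DM means gave the value without any effect, in 20 draws. The overlap of calls between comparisons that share libraries was simulated in the same way, and in those sets the 7 genes with the lowest p between DM+Met and DM were examined for opposite signs between DM and CM.

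The gene test was tested on simulated data drawn from the real means and depths over 12770 rows, 200 of them changed in each of the first 2 contrasts. Changed genes were taken only from those with a mean of at least 10 CPM, so the recovery does not cover genes with fewer reads. Pdcd1, with a mean CPM of 2.80 in CM, 13.4 in DM and 8.01 in DM+Met, lay below this cut. It recovered 86.5% of the changed genes with 8 false calls between DM and CM, and 84.0% with 7 false calls between DM+Met and DM. Between DM and CM, recovery was 73.4% at a log2 change of 1.5 and 100% at 3. The list test called 10 of 10 shifted lists and 0 of 40 unchanged lists. The simulated genes were drawn independently of each other, so this leaves out false calls that arise from correlation between the genes of a list. With 2 libraries against 2, an exact permutation test of a single value cannot give a two-sided p below 0.333, so none was used. Alternatives covered scaling, filters, pseudocounts, variance models, the groups in the fit, a replicate block and leaving out each library, with values but no test in the last case. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.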

Results

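To ask how the nutrient content of the medium shapes the transcriptome of activated CD4 T cells, 6 libraries were compared, 2 each from cells cultured in CM, DM and DM+Met. CM is RPMI medium with serum. DM is made from RPMI without amino acids and serum depleted of small molecules by dialysis, and DM+Met is DM with 30 µM methionine added. The study measured methionine in DM and found some left, so DM against DM+Met compares less with more methionine rather than none with some. Depth ranged from 8504929 to 12377440 reads per library, with 12636 to 14396 genes read. A single row, the 45S ribosomal RNA precursor Rn45s, took 31.98% ± 1.33 (SD, n = 2) of reads in CM, 37.7% ± 0.780 in DM and 17.8% ± 3.25 in DM+Met. The TMM factors were 1.22 and 1.16 in DM+Met and 0.897 to 0.938 in the other 4 libraries.

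Libraries of one medium correlated at r = 0.938 in CM, 0.919 in DM and 0.973 in DM+Met across the tested genes. These values are across genes, which are not independent replicates. DM library 2 resembled the DM+Met libraries (r = 0.947 and 0.940) more closely than it resembled DM library 1. DM library 1 also correlated slightly more with the DM+Met libraries (r = 0.925 and 0.921) than with DM library 2. The first principal component, with 50.2% of the variance, separated CM from the dialyzed media. The second, with 18.6%, set DM library 1 apart from the other 5 libraries rather than DM from DM+Met.

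The first comparison addressed what nutrient reduction changes. Between DM and CM, 2154 of 12770 genes differed (limma, adjusted p below 0.05), of which 996 were higher and 1158 lower in DM. The alternative that moved this count most, a fit of the 2 media alone, gave 795 genes. The median SE of a log2 fold change was 0.44. Among genes that met the naming rule, those with the greatest increase were Mmp12, Ccl17, Lpl, Gpr83 and Amica1. Mmp12 rose by 4.98 on the log2 scale (SE 0.75, adjusted p 0.00258), with 63 and 0 reads in the CM libraries and 1070 and 828 in DM. Without CM library 2 its change was 3.47. Ccl17 had 1 and 0 reads in CM and 263 and 277 in DM, and was at least 70.6-fold higher in DM. Lpl rose by 4.50, Gpr83 by 4.28 and Amica1 by 4.28, with adjusted p-values of 9.78e-04, 1.42e-04 and 4.57e-04. The greatest decreases were in Gzma (−6.46), Hspa1b (−5.46), Zbtb32 (−4.82), Cyp11a1 (−4.70) and Il24 (−4.68), with adjusted p-values from 1.44e-05 for Gzma to 0.00315 for Cyp11a1. Hspa1b shares sequence with its paralog Hspa1a, and reads could be divided between them.

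The study asked whether Pdcd1, which encodes PD-1, rises in DM and falls again with methionine. Pdcd1 had 2 and 42 reads in CM, 182 and 94 in DM, and 81 and 110 in DM+Met. The log2 level was 1.48 ± 1.68 (SD, n = 2) in CM, 3.75 ± 0.76 in DM and 3.16 ± 0.28 in DM+Met. Both DM libraries lay above both CM libraries. The log2 fold change between DM and CM was 2.27 (SE 0.77), with an adjusted p of 0.0721 over all genes in limma, which did not pass the threshold. Adjusted over the list alone, the 7 immune genes, the p was 0.0178. The study displayed that list from these libraries, so the latter is not independent evidence. CM library 1 decides much of this value. Without it the change was 1.08, and without CM library 2 it was 3.46. One filter chosen after the data were seen brought Pdcd1 past the threshold, a mean log2 value of at least 2 (adjusted p 0.0408), and the adjusted p ranged from 0.0408 to 0.177 over 14 alternatives.

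Between DM+Met and DM, Pdcd1 changed by −0.60 (SE 0.77, adjusted p 0.873), less than its standard error. The value was −0.06 without DM library 1 and −1.13 without DM library 2. A decrease of Pdcd1 with methionine was thus not detectable with 2 libraries per medium. The study describes the transcript changes as largely rescued by methionine. It also measured PD-1 protein by immunoblot, where methionine lowered it, and RNA levels do not test that. Between DM+Met and CM, Pdcd1 was higher by 1.67 with an adjusted p of 0.179. CM library 1 decides much of this value too. The CM libraries lay at 0.296 and 2.67, and the DM+Met libraries at 2.96 and 3.36.

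**Figure D1:**
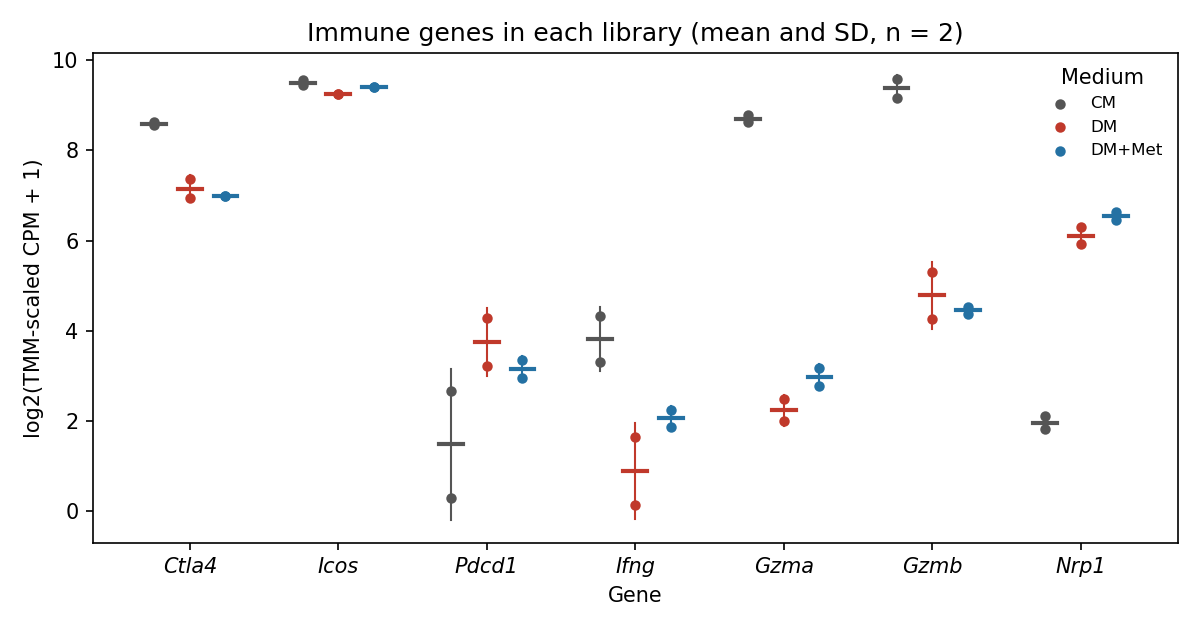
Log2(TMM-scaled CPM + 1) of the 7 immune genes in each of the 6 libraries, with points for libraries, horizontal bars for means and vertical bars for the SD (n = 2 per medium). The CM libraries of Pdcd1 lie at 0.296 and 2.67, the DM libraries at 4.29 and 3.22 and the DM+Met libraries at 2.96 and 3.36.

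Of the 7 immune genes, 5 differed between DM and CM over all genes and 6 when adjusted over the list alone. Gzma and Gzmb, which encode granzymes, were lower in DM by −6.46 and −4.58 (adjusted p 1.44e-05 and 5.39e-05). Ctla4 was lower by −1.44 (adjusted p 0.00105) and Nrp1 higher by 4.14 (adjusted p 6.53e-05). Ifng was lower by −2.93 (adjusted p 0.0176), but its reads were few, 79 and 148 in CM against 1 and 24 in DM. It lost its call under 4 alternatives, with an adjusted p of up to 0.0770. Icos did not differ (−0.26, adjusted p 0.203). With methionine, none of the 7 passed the threshold, either over all genes or adjusted over the list alone.

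The study also asked whether Prkaa1, the AMPK α1 subunit, falls in DM and recovers with methionine. Its log2 level was 5.10 ± 0.31 (SD, n = 2) in CM, 4.47 ± 0.07 in DM and 4.92 ± 0.15 in DM+Met. The change between DM and CM was −0.63 (SE 0.30, adjusted p 0.174 over all genes, 0.137 over the 45 metabolism genes alone and 0.304 over the 5 tested AMPK subunits alone), and that between DM+Met and DM was 0.45 (SE 0.30, adjusted p 0.679). The directions were those asked about, and neither change passed the threshold. Leaving out 1 library gave −0.85 to −0.41 for the first and 0.35 to 0.56 for the second. The study reports Prkaa1 as significantly reduced in DM in its own comparison with CM. By immunoblot it also found less AMPK protein in DM, restored by methionine, which RNA levels do not test. Among the other AMPK subunits, Prkab1, Prkab2, Prkag1 and Prkag2 did not differ in either comparison over all genes. Prkag2 rose by 1.67 with methionine at an adjusted p of 0.348, and adjusted over the 5 tested AMPK subunits alone it was called in that comparison (adjusted p 0.0443). Prkab1 changed by 1.095 between DM and CM, but by −0.23 without CM library 1, which had 17 reads against 136 in CM library 2. Prkaa2 and Prkag3 had too few reads to be tested.

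Other genes named beforehand went both ways. Agpat4 was lower in DM (−2.28, adjusted p 0.00779), as was Asns (−1.65, adjusted p 0.0202). Sdhaf4 (1.48, adjusted p 0.0227), Acot2 (1.69, adjusted p 0.00779) and Mat2a (1.25, adjusted p 0.00320) were higher. Sdhaf4, Acot2 and Asns were not called when only the media compared entered the fit, and Mat2a was not called without an intensity trend. Xbp1 (−0.46, adjusted p 0.110) and Slc43a2 (0.26, adjusted p 0.619) did not differ. None of these genes was called between DM+Met and DM. Of 45 tested metabolism genes of the study, 10 were called between DM and CM over all genes and 11 adjusted over the list alone. Between DM+Met and DM the numbers were 0 and 8. The study chose this list on these samples, so the counts over the list alone are not independent evidence.

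The second comparison addressed what methionine changes in DM. It gave 7 genes of 12770, with 5 higher and 2 lower in DM+Met, while 1238 genes had an unadjusted p below 0.05. The alternative that moved this count most upward, scaling by library totals, gave 55, and 2 alternatives gave 0. The higher genes were Gh (4.41, SE 0.37), Ctse (3.33, SE 0.26), Rplp1 (1.67, SE 0.14), H2-Q9 (1.48, SE 0.16) and Rps15a (1.12, SE 0.13), with adjusted p-values of 0.00168 for the first 3, 0.0116 for H2-Q9 and 0.0164 for Rps15a. The lower genes were Egln3 (−1.53, SE 0.18, adjusted p 0.0149) and Rps15a-ps6 (−1.26, SE 0.16, adjusted p 0.0240). Rps15a and Rps15a-ps6 are near-identical copies that share reads, Rplp1 has processed copies and H2-Q9 belongs to a family of similar class I genes, so the levels of these 4 rows are uncertain. Of the 7 genes, 6 had also differed between DM and CM with the opposite sign. Egln3 had not (−0.11, adjusted p 0.705). The DM libraries enter both comparisons. In 20 simulated sets with no effect of methionine, 0 genes were called between DM+Met and DM, and so 0 in both comparisons, with 645.25 genes on average at an unadjusted p below 0.05. Of the 7 genes with the lowest p in each set, none of them past the threshold, 1 to 7 (mean 3.3) had been called between DM and CM with the opposite sign. These sets called 2935.1 genes between DM and CM on average, more than the 2154 in the data, which could raise that number.

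**Figure D2:**
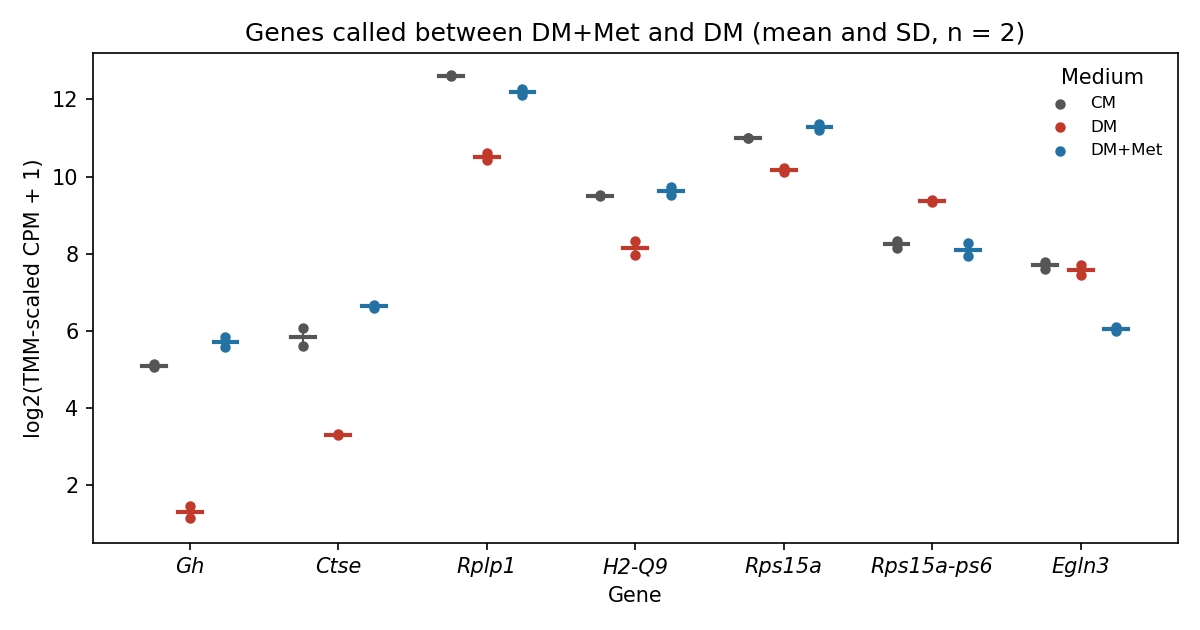
Log2(TMM-scaled CPM + 1) of the 7 genes called between DM+Met and DM in each of the 6 libraries, with points for libraries, horizontal bars for means and vertical bars for the SD (n = 2 per medium). In 6 of the 7 genes the DM libraries stand apart from the other 4, while Egln3 is lower in DM+Met (757 and 800 reads) than in DM (1704 and 2377 reads).

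To ask whether methionine moved genes back, the change from CM to DM was set against that from DM to DM+Met across 12770 genes, with no library in both changes. The correlation was r = −0.037. Simulated data without any methionine effect gave a mean of 0.001, with −0.014 to 0.019 over 20 draws. With the DM libraries shared by both changes r was −0.355, against −0.226 in the simulation. Over 7856 genes with at least 100 reads on average the sign changed to 0.043. Of genes that moved by at least 1 on the log2 scale in DM, 51.6% and 52.2% moved back with methionine, by which DM library was used for the first change.

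The third comparison addressed what still differs from CM after methionine was added. Between DM+Met and CM, 1952 genes differed, with 884 higher and 1068 lower in DM+Met. Of the 2154 genes called between DM and CM, 1396 (64.8%) were called here too, and 1395 of them in the same direction. Both comparisons use the same CM libraries. In 20 simulated sets with no effect of methionine, 75.2% of the genes called between DM and CM were called again, and in 20 sets with no effect of either medium at most 1 gene was called in both. Over all 12770 genes, 80.1% had the same sign in both comparisons, against 68.2% in the sets with no effect of either medium and 86.3% in those with no effect of methionine. The sets with no effect of methionine called 2935.1 genes between DM and CM on average, against 2154 in the data. Their changes were thus easier to call, so values below 75.2% and 86.3% do not show an effect of methionine. Scaling changes the balance of this comparison. Library totals in place of TMM shifted the median of all genes to 0.41 and gave 2060 higher and 641 lower genes.

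Among 63 pairs of a gene list and a comparison, camera called 15. In DM against CM, the lists that were lower were cell cycle (median −2.68, adjusted p 3.50e-21), sterol synthesis (−1.60, adjusted p 5.19e-13), fatty acid synthesis (−1.14, adjusted p 4.09e-06), glycolysis (−0.37, adjusted p 0.00284), ER stress and XBP1 targets (−0.53, adjusted p 0.00858), one-carbon metabolism (−0.47, adjusted p 0.0305) and the 7 immune genes (−1.44, adjusted p 0.0408). The study displayed the 7 immune genes from these libraries, so that call is not independent evidence. In these lists, 29 of 30, 23 of 23, 15 of 15, 17 of 21, 20 of 28, 15 of 18 and 5 of 7 genes were lower. The one-carbon median was −0.28 without DM library 2 and −0.72 without DM library 1.

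In DM+Met against DM, glycolysis was lower (−0.65, adjusted p 8.32e-16), with 20 of 21 genes lower and 14 called when adjusted over the list alone, although 0 were called over all genes. The cell cycle list was lower (−0.26, adjusted p 0.00858), with a median of −0.43 without DM library 1 and −0.17 without DM+Met library 1. Under library totals the median of the cell cycle list became 0.08, against a median of 0.34 for all genes. The ATF4 response list was higher (0.24, adjusted p 0.0214). In DM+Met against CM, cell cycle (−3.00, adjusted p 3.31e-24), sterol synthesis (−1.65, adjusted p 2.38e-12), glycolysis (−1.08, adjusted p 1.75e-11), fatty acid synthesis (−1.27, adjusted p 1.17e-06) and ER stress (−0.34, adjusted p 0.0391) were lower. Under library totals ER stress in DM+Met against CM was not called (adjusted p 0.193) and its median became 0.05, against 0.41 for all genes, while the other 14 calls held. Of the 15 calls, 14 held under fry, the exception being cell cycle in DM+Met against DM. With an estimated correlation 2 held, cell cycle in DM and in DM+Met against CM, at an adjusted p of 0.0487.

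The remaining lists were not called by camera under TMM in any comparison. Between DM and CM their medians were −0.43 for the methionine cycle (adjusted p 0.422), −0.07 for fatty acid oxidation (0.510), −0.16 for the metabolism genes of the study (0.552), 0.08 for AMPK subunits (0.840), 0.23 for methionine transporters (0.581), 0.35 for T cell cytokines (0.461), −0.01 for T cell activation (0.443), 1.32 for inhibitory receptors (0.510), 0.43 for histone methyltransferases (0.264) and 0.36 for interferon response (0.338). The lists of markers of other cells were not called either. Their medians were −0.29 for B cells (0.609), −0.52 for CD8 T and NK cells (0.418) and 0.19 for myeloid cells (0.705). Single markers were called over all genes between DM and CM, 2 of 8 for B cells (Cr2 and Fcer2a). So were 2 of 6 for CD8 T and NK cells (Cd8a and Nkg7) and 3 of 15 for myeloid cells (Lyz2, H2-Ab1 and Cd74). These genes were named after their values were seen. Each list held genes that rose and genes that fell, which can cancel in a list test. The list tests thus do not show that the share of other cells was unchanged. Under library totals camera called the B cell list lower in DM+Met against DM (adjusted p 0.0368, against 0.0555 under TMM). Fry called histone methyltransferases (adjusted p 0.0158 and 0.0206) and T cell cytokines (0.0206 and 0.00765) higher in DM and in DM+Met than in CM. It called T cell activation lower in DM than in CM (0.0213). It called the metabolism genes of the study lower in DM+Met than in DM (0.0123) and than in CM (0.0169).

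**Figure D3:**
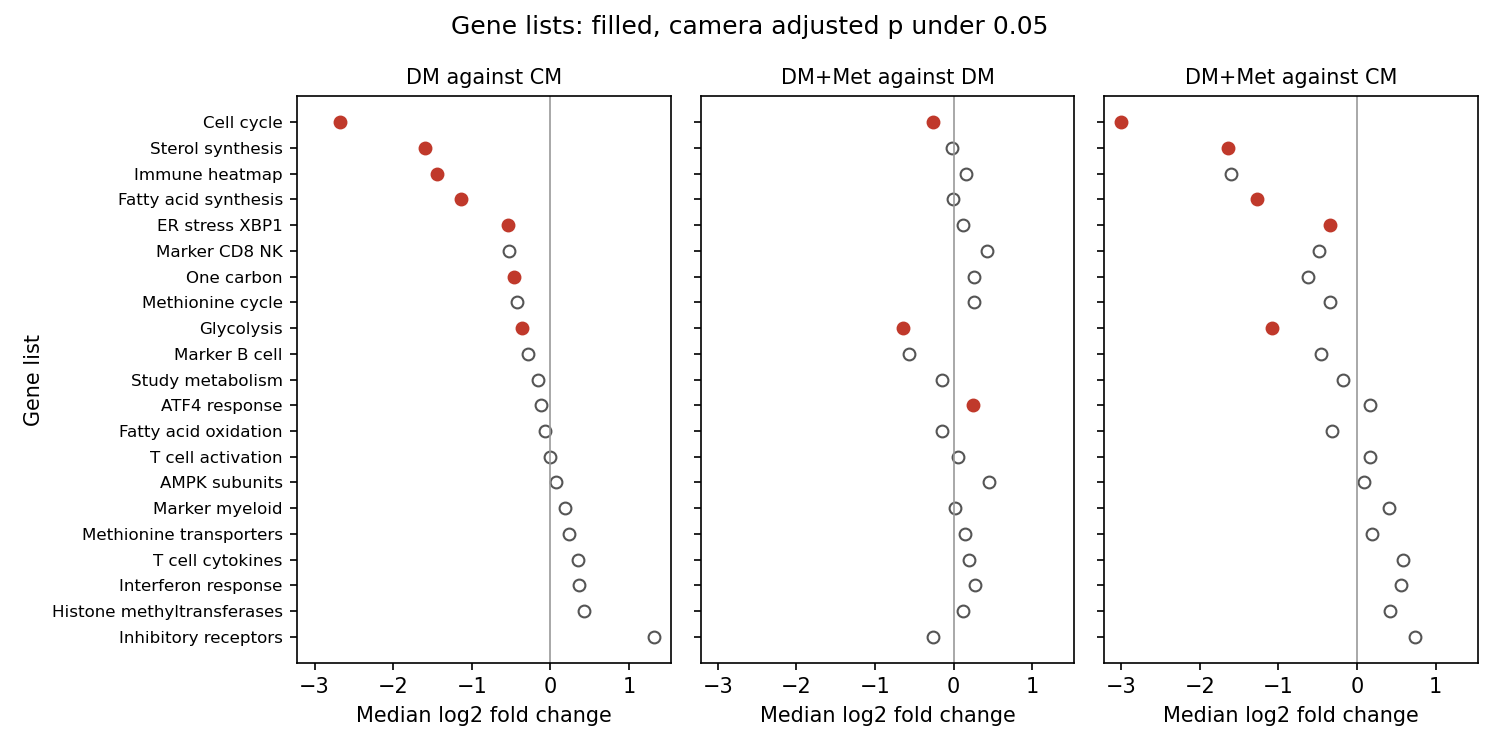
Median log2 fold change of the genes of each of the 21 lists (x axis) in the 3 comparisons (panels), with filled points for lists with a camera adjusted p below 0.05. Under TMM, filled points lie left of 0 except for the ATF4 response in DM+Met against DM, at 0.24, and glycolysis is filled in each panel.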

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

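Alternatives listed before the data were examined covered scaling, filters, limma-voom, the groups in the fit, a replicate block, a fold threshold, fry and an estimated correlation. Pseudocounts of 0.1 and 5, library totals without Rn45s, 2 more filters, limma without a trend and limma with a robust prior were added after seeing the data. The DESeq2 Wald test and the earlier quasi-likelihood method of edgeR, also listed beforehand, were not run because the deposited unit is log2. This was a choice, since limma-voom was run on the recovered reads. Where no cause is named below, the cause was not tested.

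The number of genes between DM and CM (2154) stayed within 1.5 times except for 795 genes with only the 2 media in the fit, which leaves fewer libraries to estimate the variance, and 1329 without a trend. Between DM+Met and CM (1952), it was 1265 with no filter, where 16972 rows were tested, and 944 without a trend.

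The number between DM+Met and DM (7) was the least stable. It was 55 under library totals, 2 with no filter, 27 with at least 10 reads in every library, 21 with limma-voom, 13 with a pseudocount of 5, 17 with a mean log2 value of at least 2, and 14 with a robust prior. It was 0 with only the 2 media in the fit, where 1303 genes had an unadjusted p below 0.05, and 0 without a trend, with 1192. Of the 7 genes, 6 were among the 55 under library totals, 6 among the 21 with limma-voom, 7 among the 27, 7 among the 17 and 7 among the 14. The filter of at least 1 on the log2 scale in 2 libraries gave the same 7. Single genes kept their call in 10 of 15 alternatives (Rps15a-ps6) to 13 of 15 (Ctse).

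Scaling changed the balance of higher and lower genes. In DM+Met against CM, 45.3% of called genes were higher under TMM, 76.3% under library totals and 57.4% under library totals without Rn45s. In DM+Met against DM, the share was 71.4% under TMM and 92.7% under library totals. In DM against CM, it was 46.2% under TMM and 59.6% under library totals without Rn45s. Library totals moved the median of all genes from 0.009 to 0.34 in DM+Met against DM and from 0.06 to 0.41 in DM+Met against CM, where Rn45s took fewer reads, and removing Rn45s from the totals brought the median of DM+Met against DM to −0.02 and that of DM+Met against CM to 0.18, while it raised that of DM against CM from 0.07 to 0.21.

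Pdcd1 between DM and CM passed the threshold under 1 of 14 alternatives, a mean log2 value of at least 2, with the same log2 fold change of 2.27 and an adjusted p of 0.0408. That filter kept 9808 genes, and the unadjusted p was lower too (0.00814 against 0.0153). A filter of at least 10 reads in every library dropped the gene and gave no value. Its change ranged from 1.08 to 3.46 over the 4 fits that each left out 1 library, and from −1.13 to −0.06 in DM+Met against DM. Prkaa1 was on the same side of the threshold under each of 15 alternatives in both comparisons, with changes of −0.85 to −0.41 and 0.35 to 0.56 when 1 library was left out. With 2 libraries per medium, leaving out 1 moves a value by a fixed part of the replicate difference, so these values show a range and not stability.

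Signs reversed for 11 results, none of them past the threshold. Under library totals, DM+Met against DM became 0.20 for Ctla4, 0.0175 for Gzmb, 0.083 for Prkab2, 0.24 for Prkag1, 0.041 for Sdhaf4, 0.17 for Xbp1, 0.33 for Mat2a, 0.14 for Lpl and 0.29 for Amica1, each below the median of 0.34 of all genes under library totals. Ccl17 became −0.0114 with median-ratio factors and −0.0195 with library totals without Rn45s, and Egln3 in DM against CM became 0.047 with the latter. Another 16 gene results and 13 list results lost their call in at least 1 setting, and 39 of 66 results for single genes other than Pdcd1 and Prkaa1 were the same throughout. When 1 library was left out, 3 of 35 named genes changed sign in DM against CM and 13 of 35 in DM+Met against DM, none of the 13 called in that comparison. The genes of the first group were Prkab1, Prkag1 and Egln3.

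The correlation of the changes (−0.037) was −0.355 with shared DM libraries, which is the alternative's own construction in part, as the simulated value was −0.226. It was 0.043 in genes with at least 100 reads on average and −0.047 under library totals without Rn45s. Of 63 list tests, 15 were called at the preset correlation, 2 at an estimated correlation and 23 by fry. Under library totals 17 were called, with 14 of the 15 among them. The exception was ER stress in DM+Met against CM (adjusted p 0.193), whose median went from −0.34 to 0.05.

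With the library number as a replicate block, 1947 genes were called between DM and CM, 7 between DM+Met and DM and 1797 between DM+Met and CM. Same-numbered libraries did not deviate together (r of −0.025, 0.005 and −0.030 across genes for the 3 pairs of media), so they share a number alone, and the block changed no call of Pdcd1 or Prkaa1. Whether more reads or more libraries would narrow the values was not tested.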

Other observations

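The patterns below were found by looking through the data. The tests on Y-linked genes beside Xist, on chance overlap, on the summed Rps15a level, on low read numbers, on Slc30a1, on glycolysis without DM, on the spread of glycolysis between libraries, on fry under library totals and on Prl were chosen only after the result was seen, as were all genes named here that the report does not name. The other tests were written down before their values were looked at. The verdict drawn from a test was in several cases settled after its value was known.

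Transcripts of Y-linked genes and Xist occurred together in every library. The lowest of the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty and Xist had 65 reads in any library, and Xist had 2082 to 4396 reads. Xist overlaps Tsix, and strand use is not stated. Reads of X-linked homologues counted on the Y-linked genes would keep each pair in proportion, but the mean log2 ratio of the 4 genes to Ddx3x, Eif2s3x, Kdm5c and Kdm6a was 0.82 higher in DM+Met than in DM, against an SD between replicates of 0.32, with all 4 pairs higher. Cells pooled from male and female animals are a candidate explanation that stays open, since the 65 reads restate the pattern. The study describes female mice unless otherwise specified. Y-linked reads per 100 Xist reads were 39.1 and 52.1 in CM, 26.7 and 39.3 in DM and 96.2 and 71.2 in DM+Met, so the mix of animals may differ between media, which 2 libraries cannot separate from the medium.

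The DM pair had 141 genes with at least 10 reads in both libraries and at most 1 read in each of the others, against 24 for the CM pair, 29 for the DM+Met pair and 4 to 33 for pairs of different media. Depth does not account for this, since thinning to 5865229 reads without Rn45s left 124.95 genes on average over 20 draws, against 27.1 and 15.9 for the other same-medium pairs. The overlap was 4.08 times that expected if reads fell on silent genes with equal chance. Background reads stay open, because genes of unequal length share random reads beyond that expectation too, and olfactory and vomeronasal receptor genes together had 320 and 1268 reads in DM against 120 to 266 in the other libraries. A response to nutrient reduction that methionine undoes was not tested separately.

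Rps15a was lower and Rps15a-ps6 higher in DM. The copy took 36.0% and 37.2% of their joint reads in DM, 13.5% and 12.2% in CM, and 10.6% and 9.34% in DM+Met. The summed level differed by 0.61 between DM+Met and DM, less than either row (1.12 and −1.26). Rows that move in opposite directions give a smaller summed change whatever the cause, so this is no evidence for a different division of reads. Such a division alone would leave the sum unchanged, but the summed change exceeded the SD between replicates of 0.092. A different division of reads between near-identical copies may thus account for part of the change at most, and it stays open. Mice of another C57BL/6 substrain in DM cannot be told apart from this, as Nnt, Wdfy1 and Entpd4 gave a smallest deciding adjusted p of 0.450, and 3 genes with 2 libraries exclude little.

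DM library 1 had few genes at low read numbers. It had 420 genes with 2 to 6 reads and 489 with 11 to 15, a ratio of 1.16, against 0.439 to 0.840 in the other libraries and 0.266 for evenly spread log abundances. Several reads per starting molecule after amplification could give such a gap, but the ratio restates the pattern and this stays open. If so, the read numbers of this library would overstate its precision.

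Mt1 and Mt2, which encode metallothioneins, were lower in DM (−3.70 and −4.45) and in DM+Met (−3.72 and −4.25) than in CM. Less zinc in dialyzed serum would lower Slc30a1 as well. Slc30a1 was not lower in DM (0.62, adjusted p 0.303), and it was higher in DM+Met than in CM (1.70, adjusted p 0.0168), which argues against zinc, although on a single gene. Less glucocorticoid stays open, since 8 response genes went both ways (4 higher, 4 lower, camera p 0.794), with Fkbp5 lower and Sgk1 higher. Ddit4 of that list is also in the ATF4 list.

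Several genes of regulatory T cells were higher in DM, such as Nrp1 and Ikzf2 (3.31). A higher share of regulatory T cells cannot be told apart from other causes, because 7 other markers did not move as a set (camera p 0.667). Ikzf4 and Izumo1r were higher, Il2rb was lower and Foxp3 did not differ (0.63, adjusted p 0.285), and activated T cells express several of them. Foxp3 was higher in DM+Met than in CM (2.68, adjusted p 0.00168), with 1755 and 2006 reads against 305 and 126. A larger fraction of cells that did not divide is a hypothesis in line with 7 genes of naive T cells, 6 of which were higher in DM (median 0.89, camera p 0.0010, 0.0428 with an estimated correlation and 1.70e-04 with fry). Il7r went the other way (−0.72). The same list was higher in DM+Met than in CM (camera p 2.70e-04).

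Glycolysis was lower in DM+Met than in DM, opposite to a return toward CM. The scaling of the DM+Met libraries does not account for the whole of it, because scaling moves every gene alike, and the median of the list under library totals was −0.62 relative to that of all genes, with −0.74 to −0.54 over the 4 pairs of libraries and an SD between replicates of 0.077. The size of the fall depends on scaling, as the median of the list was −0.65 under TMM and −0.28 under library totals (fry p 0.0430, 18 of 21 genes lower). A peculiarity of the DM libraries stays open. The list was also lower in DM+Met than in CM (adjusted p 1.75e-11), but that comparison holds no DM library and would come out so either way. A lower hypoxia-type response may be involved, as 11 other hypoxia-induced genes were lower as a set (camera p 0.00320, 7 of 11 lower, median −0.37). That support is weak, because p was 0.0633 with an estimated correlation and 0.0987 with fry, and 0 of the 11 genes were called. Egln3, a hypoxia-induced gene, was 1 of the 2 genes called lower.

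Gh, which encodes growth hormone, had 300 and 254 reads in CM, 562 and 675 in DM+Met and 12 and 20 in DM. RNA of pituitary tissue would bring prolactin, but Prl had 0 reads in the 4 CM and DM+Met libraries together. It had 18 and 28 reads in DM, where Gh was lowest. Other pituitary genes were mixed. Pomc had 31 and 9 reads in CM, 13 and 30 in DM and 23 and 8 in DM+Met. Lhb had 12 and 3 reads in DM+Met and at most 1 elsewhere, while Cga, Tshb and Fshb had 0 in every library. Mapping of other reads to Gh was not tested, and the origin stays open.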
